# Global MicroRNA Expression Profiling of Mouse Livers following Ischemia-Reperfusion Injury at Different Stages

**DOI:** 10.1371/journal.pone.0148677

**Published:** 2016-02-09

**Authors:** Weisheng Zheng, Hewei Men, Jing Li, Yu Xing, Bin Wu, Zhenglu Wang, Junjie Li, Dahong Teng, Yuan Shi, Jiang Li, Pu Jiang, Jinzhen Cai

## Abstract

Hepatic ischemia-reperfusion injury is a dynamic process consisting of two stages: ischemia and reperfusion, and triggers a cascade of physiological and biochemical events. Given the important role of microRNAs in regulating gene expression, we analyzed gene expression changes in mouse livers at sham control, ischemia stage, and reperfusion stage. We generated global expression profiles of microRNA and mRNA genes in mouse livers subjected to ischemia-reperfusion injury at the three stages, respectively. Comparison analysis showed that reperfusion injury had a distinct expression profile whereas the ischemia sample and the sham control were clustered together. Consistently, there are 69 differentially expressed microRNAs between the reperfusion sample and the sham control whereas 28 differentially expressed microRNAs between the ischemia sample and the sham control. We further identified two modes of microRNA expression changes in ischemia-reperfusion injury. Functional analysis of both the differentially expressed microRNAs in the two modes and their target mRNAs revealed that ischemia injury impaired mitochondrial function, nutrient consumption, and metabolism process. In contrast, reperfusion injury led to severe tissue inflammation that is predominantly an innate-immune response in the ischemia-reperfusion process. Our staged analysis of gene expression profiles provides new insights into regulatory mechanisms of microRNAs in mouse hepatic IR injury.

## Introduction

There is severe shortage of donor livers per year [1]. The organ shortage has turned to the use of extended criteria donor livers including donor livers having been subjected to prolonged storage as well as from non-heart-beating donors. The common feature of these “marginal” donor livers is high susceptibility to ischemia-reperfusion injury. The ischemia-reperfusion injury may increase the early organ failure and the incidence of rejection after transplantation [2]. As a consequence, the survival rate of these “marginal” livers after transplantation is lower than the normal criteria donor livers. Therefore, fully understanding the molecular mechanism of hepatic ischemia-reperfusion injury would promote the use of these “marginal” donor livers in clinical surgeries.

A cascade of physiological and biochemical changes take place in hepatic ischemia-reperfusion injury [3]. In the ischemia stage, the oxygen and nutrient deprivation and metabolic disruption induce the mitochondrial dysfunction, and trigger the deficiency of energy production, which lead to the injury and death of liver parenchymal cell. In the reperfusion stage, the blood flows into the liver and exacerbates the liver injury by triggering a series of immune cells filtration, innate immune and inflammatory molecules activation, like Kupffer cells, Dendritic cells, Natural killer cells, TLR4, reactive oxygen species (ROS) and other cytokines [4, 5].

Previous studies identified a bunch of differentially expressed genes that mediated the physiological and biochemical events triggered by hepatic ischemia-reperfusion injury [6–8]. For example, Toll-like receptor 4 (TLR4) was overexpressed in liver transplantation. Down-regulation of TRL4 attenuated liver ischemia-reperfusion injury [9]. MicroRNAs are a class of short noncoding RNA molecules (21–30 nucleotide long) widely endogenously expressed in plants, animals, and viruses [10–12], and mainly function posttranscriptionally through mRNA decay and translational repression by base-pairing to the 3’ untranslated regions of target mRNAs [10, 13–15]. Recent studies have uncovered a regulatory role of microRNAs in ischemia-reperfusion injury in organ transplantation surgery. For example, 40 differentially expressed microRNAs associated with proinflammatory et al. processes were identified in ischemia-reperfusion injury post-liver transplantation [16]. Nine microRNAs were differentially expressed in renal ischemia-reperfusion injury [17]. miR-223 was up-regulated in the hepatic ischemia-reperfusion injury [18]. In contrast, miR-146a was down-regulated in the early stage of hepatic ischemia-reperfusion injury [19]. Seventy-eight microRNAs with more than two fold expression difference were identified in the mice livers upon ischemia-reperfusion injury [20].

Previously identified microRNAs associated with hepatic ischemia-reperfusion injury mainly focused on individual ones. There is no global study to screen for the microRNAs in response to hepatic ischemia-reperfusion injury. Needless to say, there are no studies on altered regulation of microRNAs in the ischemia stage and the reperfusion stage, respectively. Therefore, how hepatic microRNAs respond to ischemia-reperfusion injury largely remains elusive. In this study, we profiled expression of both microRNAs and mRNAs in the mouse livers subjected to sham operation, warm ischemia (WI), and ischemia followed by reperfusion (IR), respectively. We further performed clustering analysis of the expression profiles, identified differentially expressed (DE) genes pairwisely, and interrogated their functions and the mechanisms by which microRNAs respond to hepatic ischemia-reperfusion injury through regulating their target genes. Our results show that IR injury leads to a relative distinct expression profile whereas expression profiles of the sham sample and the WI sample are clustered together. MicroRNAs respond differently to WI and IR injury by different sets of DE microRNAs with different functions. Particularly, miR-125b-5p and miR-501-3p are down-regulated and activate the Toll-like receptor signaling pathway in response to hepatic IR injury.

## Materials and Methods

### Animals

Male C57BL/6J mice (8–10 weeks old, weighing 15–18 g) were obtained from PLA Military Academy of Medical Sciences Laboratory Animal Center. Animals were housed in a stainless steel with *ad libitum* access to filtered tap water and commercial feed in a specific pathogen free animal room in the supervision and testing center with 12 h light-dark cycles. Mice were fasted for 12h before the experiment but allowed free access to water. All experimental procedures involving animals were carried out in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals after review and approval by the Ethics Committee of Tianjin Medical University.

### Hepatic ischemia/reperfusion (I/R) model

The mice were randomly divided into three groups of six mice each: (i) the sham group underwent a sham operation without vascular occultation; (ii) the warm ischemia (WI) group with hepatic vascular occultation for 90 min; and (iii) the ischemia followed by reperfusion (IR) group underwent vascular occultation for 90 min followed by 120 min of hepatic reperfusion. No mice died before the following surgery.

Specifically, the established non-lethal model of segmental (70%) hepatic warm ischemia/reperfusion was performed as previously described [21]. Surgery was performed under anesthesia by an intraperitoneal injection of 4% of chloral hydrate (0.3 ml/100g, Sigma-Aldrich, P3761, St. Louis, MO, USA). During anesthesia, body temperature was maintained between 36.5 and 37.5°C by a heating pad and lamp by monitoring with a rectal probe. A midline laparotomy was done for all mice. For the WI and the IR group, all structures in the portal triad (hepatic artery, portal vein, bile duct) to the left and median liver lobes were occluded with a microvascular clamp (Fine Science Tools) for 90 min. The liver samples of the WI group mice were obtained for further analysis (histopathology, microRNA- and RNA-seq). For the IR group, reperfusion was initiated by removal of the clamp. The abdominal incision was then closed with 3–0 polypropelene sutures. During reperfusion, the mice were kept in clean cages with no further administration of anesthetic. After 120 min of reperfusion, the liver samples of the IR group mice were obtained for further analysis. For the Sham group, after a midline laparotomy, kept in clean cages for 90 min, the same amount of time for ischemia operation, the liver samples of the sham group mice were obtained for further analysis. All mice were sacrificed with administration of anesthetic after I/R operations.

### Histopathology

Formalin-fixed liver samples were embedded in paraffin and cut to 6-μm-thick sections. Liver tissues were stained with hematoxylin-eosin, and slides were assessed for inflammation and tissue damage.

### RNA isolation

The obtained liver tissues were minced quickly into very small pieces and frozen in liquid nitrogen. RNA was extracted from 130–150 mg of liver tissue for each group mice using TRIzol RNA isolation kit (Ambion, Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instruction. The quality and integrity of the purified RNA was assessed using a BioAnalyzer 2100. Only total RNA samples with RIN>7.5, concentration>200 ng/μl were retained for sequencing library construction.

### Quantitative PCR analysis

Reverse transcription was performed using a reverse-transcription system (Promega) according to the manufacturer’s protocols. Quantitative RT-PCR was performed using KAPA SYBR Fast qPCR kit (TAKARA, Code: DRR036A) and signals were detected with ABI 7500 Real-Time PCR System (Applied BioSystems). GAPDH was used as endogenous control. The RT-PCR was carried out in triplicate. All the primers used are listed in S1 Table.

Realtime quantification of microRNAs was carried out by stem-loop RT-PCR as described before [22]. Briefly, reverse transcription was performed using a reverse-transcription kit (TAKARA, code: DRRO47A) according to the manufacturer’s protocols. Quantitative RT-PCR was performed using KAPA SYBR Fast qPCR kit (TAKARA, Code: DRR420A) and signals were detected with ABI 7500 Real-Time PCR System (Applied BioSystems). RnU6 was used as endogenous control. The RT-PCR was carried out in triplicate. All the primers used are listed in S2 Table.

### RNA- and microRNA-sequencing

RNA-seq sequencing libraries were constructed from the extracted RNA using standard Illumina libraries prep protocols. RNA-seq was performed on Illumina HiSeq2000 platform.

For microRNA-sequencing, we extracted small RNAs by size-fractionated total RNA on a denaturing polyacrylamide gel. We then ligated the proprietary 3’- and 5’-adapters to the small RNAs using truncated T4 RNA ligase. The adapter-ligated RNAs were used as template to synthesize cDNA using Superscript III reverse transcriptase. The cDNA was amplified by PCR to generate cDNA libraries. Then, the libraries were sequenced on Illumina HiSeq2000 platform.

Sequencing reads have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) under the accession number GSE72315.

### RNA-seq and microRNA-seq data analysis

For small RNA sequencing reads, we first cleaned the raw sequencing reads by removing adaptor sequences, low quality reads and size selection (15~30 nt). Next, the clean reads were mapped to the mouse mm9 genome by using Bowtie v.0.12.7 with parameters: -m 5 -n 1 -e 80 -l 30 -a -m 5—best—strata. Then the alignments were classified into different types of RNA (rRNA, snRNA, snoRNA, microRNA, etc.) using HTSeq with the parameters: -m intersection-nonempty -q -t exon -s no and mouse RNA annotations were downloaded from Rfam, Ensembl, Gencode, and miRBase. We retained the clean reads mapped to microRNAs, and used miRDeep2 pipeline[23] to get the mature miRNA expression profiles. Then the numbers of microRNA reads were normalized as Trimmed Mean of Mvalues (TMM) = (read counts assigned to a microRNA) / (scaling factor x total read counts) x 10^6^ using Bioconductor package edgeR. Scaling factor was generated by edgeR for each sample. Total read counts equals to the number of mapped reads in a sample. Differentially expressed microRNAs were calculated by the criteria of fold-change > 1.5 and Fisher exact test p-value < 0.01 in pairwise comparisons.

For mRNA sequencing reads, we mapped reads to mouse mm10 genome and splicing junction annotations by using Tophat v2.0.9 with default parameters. Then the alignment results were retained to assemble into gene transcripts and calculate expression level of each gene. The gene expression level was normalized as Fragments Per Kilobase per Million mapped reads (FPKM). Differentially expressed mRNA genes were selected from pairwise comparisons by using Cuffdiff v2.0.2 with default parameters.

### Biological function analysis of identified gene sets

We used Ingenuity Pathway Analysis software (IPA, http://www.ingenuity.com) to investigate the functions and involving pathways of differentially expressed genes (microRNAs and mRNAs) in the mouse hepatic ischemia-reperfusion injury. We further built molecular interaction networks of the genes to reveal their regulatory mechanisms.

## Results

### Hepatic injury caused by ischemia and reperfusion

Histological examination shows hepatic injury after treatment of warm ischemia (WI) and ischemia followed by reperfusion (IR) (Fig 1). We observed slight edema and partial steatosis of hepatocyte in the central venous area in the mice treated with WI. The hematoxylin and eosin staining examination in the mice subjected to IR injury manifested severe hepatocyte edema and steatosis, and significant congestion of sinusoid. Moreover, hepatocyte cords were arranged disorderly. In contrast, hepatocyte cords were clearly arranged in periportal area in the sham-operated mice. And we did not find histological abnormalities. The similar hepatic injury was observed in the mice or rats subjected to IR treatment in the previous studies[18–20]. These results suggest that our mouse model of hepatic WI and IR injury was successfully established.

**Fig 1:**
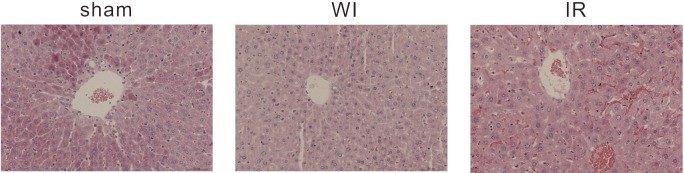
Representative hematoxylin and eosin staining examination of liver sections. In the sham sample, hepatocyte cords were clearly arranged in periportal area. No histological abnormalities are observed. In the WI sample, there are slight edema and partial steatosis of hepatocyte in the central venous area. In the IR sample, there are significant congestion of sinusoid, obvious hepatocyte edema and steatosis. Hepatocyte cords were arranged disorderly. (Original magnification 200x).

### Disturbance in gene expression by hepatic IR injury

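The mRNA libraries analysed here are 1 from each group of mouse livers. The sham group had a laparotomy without occlusion, and its livers were taken after 90 min. The warm ischemia (WI) group had 90 min of occlusion. The ischemia followed by reperfusion (IR) group had 90 min of occlusion and then 120 min of reperfusion. No sham group matches the IR group in time. In comparisons with the IR sample, reperfusion therefore cannot be told apart from the added time after surgery. The paper gives 6 mice per group and describes RNA extraction by group, and it does not state whether the RNA of several mice was pooled. Each condition has a single library, so no difference between the samples has a replicate check. The authors mapped the read pairs to the mm10 genome with Tophat and deposited an FPKM value (fragments normalized for transcript length and for the number of mapped fragments) for each of 23361 genes from Cuffdiff. Each FPKM comes with its lower and upper 95% confidence bounds, which reflect Cuffdiff's model of the counts and not the variation between mice. The files hold no counts, so the depth on each gene is not known from them. The bounds correspond to a median coefficient of variation of 26.0% in the sham sample, 26.0% in the WI sample and 26.0% in the IR sample, over genes that passed the filter. FPKM was 0 for 7667 genes in the sham sample, 7629 in the WI sample and 7835 in the IR sample. The 10 genes with the highest FPKM held 14.9% of the summed FPKM in the sham sample, 14.8% in the WI sample and 20.8% in the IR sample. Changes are given on the scale of log2(FPKM + 1), with the pseudocount of 1 that the paper plots in Fig 3, so the change of a gene with low FPKM is understated. They cover the 10792 genes with an FPKM of at least 1 in at least 1 sample. Sets of genes were compared with 100000 random sets of as many genes, in a permutation test across genes. Such a test asks whether a set moved apart from other genes between 2 libraries, and not whether it would move in other mice.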

To gain insights into the molecular mechanisms of hepatic injury in mice subjected to IR treatment, we profiled the expression of mRNA and microRNA genes in the three samples using RNA-seq. The number of reads are summarized in the Tables 1 and 2. The length of microRNA reads has a range of 15–29 nt with a peak at 22 nt for all three samples, suggesting the homogeneity of the samples (Fig 2A). The unsupervised hierarchical clustering of the microRNA expression profiles show that the warm ischemia sample and the sham sample are clustered together (Fig 2B). This suggests that the WI sample has more similar expression profiles to the sham sample than to the IR sample. The difference in the expression profiles between the three samples is consistent with the histological examination results that the IR sample displayed more severe injury (Fig 1).

**Fig 2:**
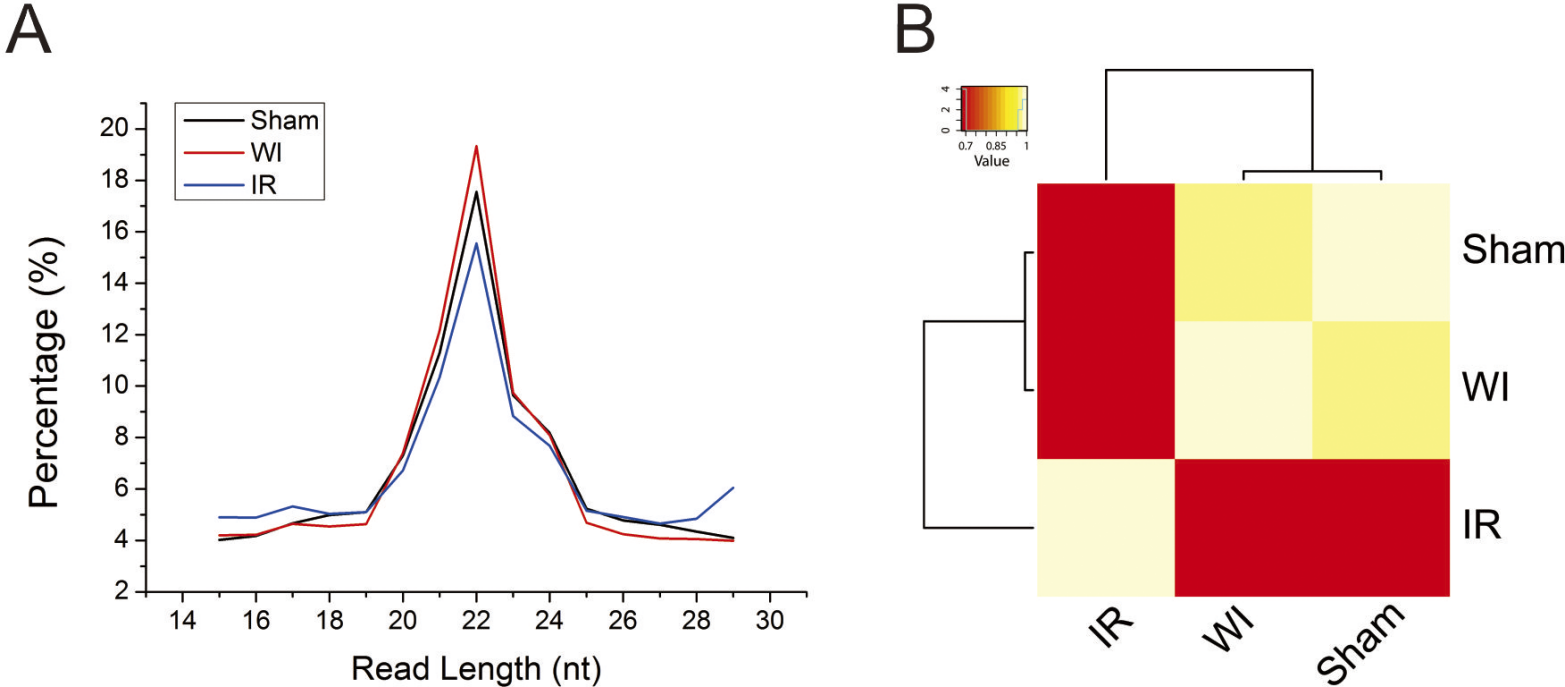
Expression profiles of microRNAs. (A) Length distribution of microRNA reads. (B) Unsupervised hierarchical clustering of expression profiles of microRNAs. Sham: control, WI: warm ischemia, IR: ischemia followed by reperfusion.

**Table 1:** Statistics of mRNA-seq reads.

Sample	Clean read pairs	Uniquely aligned concordant pairs
Sham	30006373	21508594 (71.7%)
WI	32668027	23602541 (72.2%)
IR	30717065	19460482 (63.3%)

**Table 2:** Statistics of small RNA-seq reads.

Sample	Clean reads	Reads aligned to genome
Sham	16291554	10760457 (66.05%)
WI	17700730	11864493 (67.03%)
IR	22618844	11676029 (51.62%)

We further identified the differentially expressed (DE) genes by pairwise comparisons. 

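Between the WI sample and the sham sample, 200 of the 10792 genes (1.85%, no replicates) changed at least 2-fold in FPKM + 1, with 81 higher and 119 lower in the WI sample. Between the IR sample and the WI sample, 778 genes (7.21%) passed the same threshold, 624 of them higher in the IR sample and 154 lower. The comparison of the IR sample with the sham sample gave 809 genes (7.50%), of which 577 were higher and 232 lower. The counts depend on the fold threshold more than on any other setting. At 1.5-fold they were 800, 2132 and 2572 genes in the same order, and at 4-fold they were 24, 194 and 166. Cuffdiff's statistic was also rebuilt from the deposited FPKM values and their bounds, a choice made after seeing the data. With the largest p-value in S4 Table as its cut-off, it called 57 genes between WI and sham, 359 between IR and WI, and 371 between IR and sham. The cut-off was taken from the paper's list, so the closeness of these counts to the paper's 56, 351 and 371 mRNA genes is partly built in. From the few DE genes after ischemia and the many after reperfusion, the paper reasons that the samples differ in the extent of their disturbance.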

As expected, there are small number of DE genes between the WI sample and the sham sample whereas there are many DE genes when comparing the IR sample to the WI sample or the sham sample (Fig 3). The DE microRNA and mRNA genes are listed in S3 and S4 Tables, respectively. 

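S4 Table lists, for each comparison, the FPKM of a gene in the 2 samples with a log2 ratio, a p-value and a q-value from Cuffdiff. The deposited FPKM values were the same as those in the table for 55 of 56 genes between WI and sham, for 350 of the 350 genes found in the files between IR and WI, and for 370 of 371 genes between IR and sham. The smallest change the paper lists is 1.61 on its log2 scale between WI and sham, 1.57 between IR and WI, and 1.58 between IR and sham. Among listed genes, the largest falls in the WI sample against sham were those of Cdkn1a, which fell by 3.80 on the scale of log2(FPKM + 1), and Cyp3a16, which fell by 3.71. Cdkn1a lies on chromosome 17 of mm10 from 29090986 to 29100722, and its FPKM was 21.5 in the sham sample (95% bounds 11.4 to 31.6, no replicates) and 0.619 in the WI sample (0.161 to 1.08). The largest rises in that comparison were 2.60 for Gsta1 and 2.32 for Gm3776, neighbouring genes on chromosome 9 whose reads the counting could divide between them. From WI to IR, the 5 largest rises belonged to Mup20 (7.08), Mup8 (7.01), Mup13 (6.32), Serpina1e (5.85) and Mup9 (5.79), members of multigene families that share reads. The lower bound of Mup20 in the IR sample was 0, for an FPKM of 13053. Mup and Serpina1 genes are also among the male-biased liver genes. All 21 of those in S4 Table that passed the filter rose at least 2-fold from WI to IR. For them a difference in sex between the libraries, taken up in the closing section, cannot be told apart from reperfusion. Xist, which is transcribed from an inactive X chromosome, had the largest fall from WI to IR, of 3.21. It was followed by Tgtp1, which fell by 2.75. Against sham, the IR sample had its largest rises in Mup20 (7.67), Hspa1b (7.21) and Hspa1a (7.18), and its largest falls in Cyp3a16, which fell by 4.07, and Xist, which fell by 3.12. Without a pseudocount the fall of Cdkn1a in the WI sample was -5.12.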

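The spread of the changes over all 10792 genes was measured as their standard deviation on the log2 scale (no replicates). It was 0.364 between WI and sham, 0.691 between IR and WI, and 0.698 between IR and sham. In the comparison of WI with sham, 5% of genes lay below -0.539 and 5% above 0.491. From WI to IR the same limits were -0.675 and 1.08, so the wider spread lay more on the side of genes that rose. Pearson's correlation across genes was 0.983 between sham and WI, 0.941 between sham and IR, and 0.942 between WI and IR, and Spearman's was 0.975, 0.923 and 0.926. These are correlations across genes within single libraries, and genes are not independent replicates. The Pearson correlation of WI with sham exceeded that of IR with sham by 0.0417. A pseudocount of 0.01 widened this gap to 0.0733, and leaving out the filter narrowed it to 0.0182. From its numbers of DE genes, the paper proposes that reperfusion disturbed gene expression more extensively than ischemia did.

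**Figure D1:**
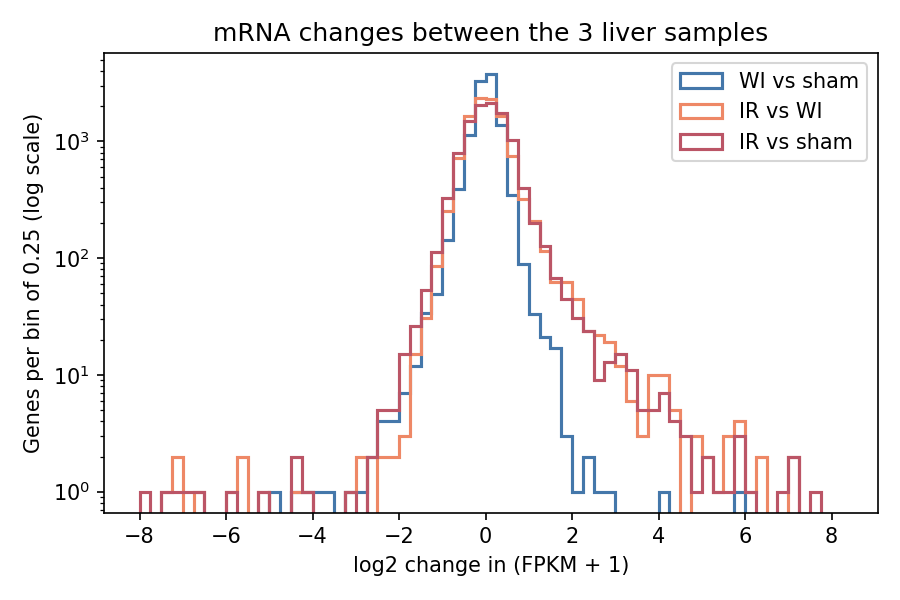
Number of genes (log scale) by log2 change in FPKM + 1, for the 3 comparisons of the sham, WI and IR samples. Changes between WI and sham have a standard deviation of 0.364, and those of IR against WI and against sham of 0.691 and 0.698, with a longer side of genes that rose.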

This further suggests that reperfusion injury resulted in a more extensive disturbance in gene expression when compared to ischemia injury. The realtime quantitative PCR results confirmed the expression changes of the DE genes (S1 Fig).

**Fig 3:**
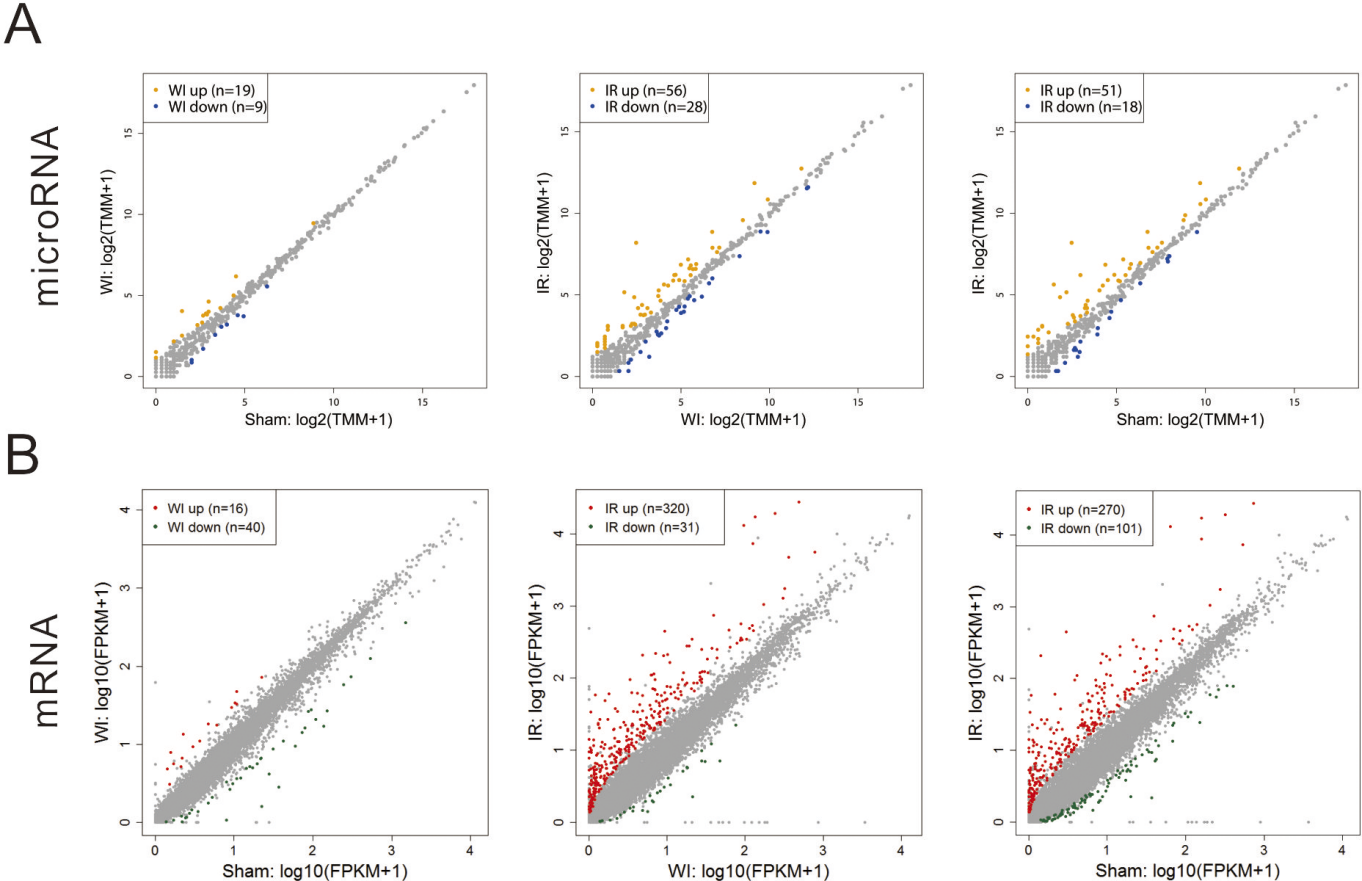
Differentially expressed genes. Scatter plots showing the pairwise comparisons of microRNA (A) and mRNA (B) expression profiles. Color dots indicates the differentially expressed genes.

### Regulatory networks of DE microRNAs and mRNA genes

In order to better understand the regulatory roles of microRNAs in mouse hepatic IR injury, we used the microRNA target filter function of Ingenuity Pathway Analysis (IPA, http://http://www.ingenuity.com/) to integrate the DE miRNAs and DE mRNA genes identified in the above analysis, then to identify their most relevant molecular networks and biological functions. The results show that the DE miRNAs and DE mRNA genes from the comparison of the WI sample and the sham sample are enriched in a network associated with decreased depolarization of mitochondria and mitochondrial function, liver proliferation and oxidative stress, etc. 

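Of the mRNAs drawn in Fig 4A, 9 are in S4 Table, all of them in its list for WI and sham. In the WI sample 6 of them were higher than in sham and 3 lower, from -3.80 for Cdkn1a to 1.97 for Gbp10 on the scale of log2(FPKM + 1). Fos, on chromosome 12 of mm10 from 85473901 to 85477270, had an FPKM of 8.31 in the sham sample (95% bounds 4.28 to 12.3, no replicates) and 28.9 in the WI sample (15.5 to 42.4). Slc41a2 rose from an FPKM of 1.19 (0.494 to 1.89) to 5.67 (2.99 to 8.34), and Insig2 went from 87.1 (40.3 to 134) to 25.6 (13.2 to 38.02). Sets of genes for the functions of this network were listed before the files arrived and after reading S4 Table. The 77 oxidative phosphorylation genes, which encode subunits of the mitochondrial respiratory chain, were higher in the WI sample by a mean of 0.188 on the log2 scale relative to all genes. That shift had a permutation p = 3e-05 across genes (8e-05 after Benjamini-Hochberg adjustment over 24 pairs of a set and a comparison). The rise was small and widespread, with 72 of the 77 genes higher and 0 past 2-fold. The 34 oxidative stress genes that passed the filter rose by 0.208 (permutation p = 0.00345, adjusted 0.00591), 28 of them being higher. The 23 proliferation genes had a shift of -0.148 that was not past the threshold after adjustment (permutation p = 0.0529, adjusted 0.0705). Of these values the proliferation shift moved most, to -0.307 with a pseudocount of 0.01, where it passed the threshold (adjusted permutation p 0.0398). It also passed with a pseudocount of 0.1, with FPKM rescaled to a common sum, as a median and without a filter, and not in the other alternatives. The oxidative stress shift was no longer past the threshold against random sets matched on expression (adjusted permutation p 0.0617). Against such sets the oxidative phosphorylation shift passed it only narrowly (adjusted permutation p 0.0485). Against sets of matched transcript length, chosen after seeing the data, its adjusted permutation p was 0.0110. The paper associates the network of these microRNAs and mRNAs with mitochondrial function, liver proliferation and oxidative stress, and from a microRNA in it proposes that ischemia starts to impair mitochondria.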

(Fig 4A). For example, a DE microRNA miR-195a-5p that was up-regulated in the WI sample compared to the sham sample, is associated with transmembrane potential of mitochondria and mitochondrial membrane [24], indicating ischemia likely starts to impair the function of mitochondria in liver cells. This suggests that the metabolism process may have been impaired at the ischemia stage and the proinflammatory molecules may be released. In contrast, the DE miRNAs and DE mRNA genes from the comparison of the IR sample and the WI sample are enriched in a network associated with activation of immune and inflammatory response pathways such as acute phase response signaling, IL-6 signaling, Toll-like receptor signaling and NF-κB signaling, etc. (Fig 4B). This implies that the acute and severe inflammatory responses occur at the reperfusion stage not at ischemia stage.

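Among mRNAs with metabolic functions, Lpin1, on chromosome 12 of mm10 from 16535669 to 16589770, had an FPKM of 149 in the sham sample (95% bounds 51.8 to 247, no replicates), 26.1 in the WI sample (12.8 to 39.4) and 23.6 in the IR sample (11.8 to 35.3). Its change between sham and WI was -2.47 on the scale of log2(FPKM + 1). Pdk4, on chromosome 6 from 5483351 to 5496278, had an FPKM of 135 in the sham sample (59.2 to 211.7), 16.1 in the WI sample (8.62 to 23.5) and 79.8 in the IR sample (38.05 to 122). The 21 genes for proinflammatory mediators that passed the filter, of 30 listed, rose from sham to WI by a mean of 0.227 relative to all genes. The permutation p = 0.0103 across genes became 0.0165 after Benjamini-Hochberg adjustment, and 15 of the 21 genes were higher in the WI sample. A pseudocount of 0.01 raised the shift most, to 0.499, while the median change of the set gave 0.0543 (adjusted permutation p 0.489). The shift was also not past the threshold with FPKM of at least 5 in at least 1 sample (adjusted 0.0546). Nor was it against random sets of matched transcript length, chosen after seeing the data (adjusted 0.0542). Il1b, on chromosome 2 from 129364580 to 129375733, had an FPKM of 4.24 in the sham sample (1.81 to 6.68) and 7.29 in the WI sample (3.44 to 11.1), so the bounds overlapped. The paper proposes from the network of this comparison that metabolism is impaired and that proinflammatory molecules are released during ischemia.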

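For Fig 4B, 33 of the drawn mRNAs are in S4 Table, and all 33 are in its list for IR and WI. From WI to IR all of them rose, by 0.881 to 5.56 on the scale of log2(FPKM + 1), with a median of 1.82 (no replicates). Of the same 33 mRNAs, 21 are in the list for IR and sham, where 32 were higher in the IR sample and Pdk4 fell by 0.755. Hmox1, on chromosome 8 of mm10 from 75093618 to 75100593, had an FPKM of 18.1 in the WI sample (95% bounds 9.68 to 26.5) and 280 in the IR sample (120 to 440). Socs3, an inhibitor of cytokine signaling on chromosome 11, went from 5.38 (2.73 to 8.02) to 109 (50.5 to 167). Il6 itself had an FPKM of 0.0373 in the WI sample and 0.152 in the IR sample, and the lower bound was 0 in both. The genes of the IL-6 signaling set rose from WI to IR by a mean of 1.29 relative to all genes, with 29 of 35 higher. For the NF-kB signaling set the shift was 1.11, with 32 of 35 genes higher. Both had a permutation p = 1e-05, the smallest that 100000 random sets can give. The acute phase response set rose by 0.497 (permutation p = 0.00104, adjusted 0.00227) and the Toll-like receptor signaling set by 0.270 (permutation p = 0.0156, adjusted 0.0234). The sets had been listed after reading S4 Table, and an alternative left out the members it lists. That removes genes because they changed in these same libraries, so lower shifts were built in, and IL-6 signaling kept 20 of its 35 genes. The shifts were then 0.226 for IL-6 signaling, 0.290 for the acute phase response and 0.0811 for Toll-like receptor signaling, none of them past the threshold after adjustment. The shift of the NF-kB signaling set was then 0.494 and stayed past it. The acute phase shift was also not past the threshold against random sets matched on expression (adjusted permutation p 0.0617). Nor was the Toll-like receptor shift as a median (0.0977, adjusted permutation p 0.311) or with a pseudocount of 0.01 (0.321, adjusted 0.0688). From the network built on the DE genes, the paper takes these pathways as activated in the IR sample.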

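The same 4 sets were compared between WI and sham. Relative to all genes the acute phase response set shifted by -0.0334 (permutation p = 0.576 across genes), and the IL-6 signaling set by -0.0313 (permutation p = 0.592). The Toll-like receptor signaling set shifted by -0.0729 (permutation p = 0.169), and the NF-kB signaling set by -0.00236 (permutation p = 0.968). After Benjamini-Hochberg adjustment over 24 pairs of a set and a comparison, these values were 0.618, 0.618, 0.193 and 0.968, so no shift was detected for them at the ischemia stage. The difference between the 2 stages was not itself tested. For comparison, the proinflammatory mediator set rose by 0.227 from sham to WI and by 1.68 from WI to IR. Individual mRNAs of the acute phase did not all follow this order. Saa1 had an FPKM of 3414 in the sham sample (95% bounds 863 to 5966, no replicates), 1248 in the WI sample (496 to 2001) and 3251 in the IR sample (860 to 5642). No set of the 4 passed the threshold between WI and sham in any setting. The acute phase set moved to 0.0149 as a median, and the NF-kB set to 0.0548 with a pseudocount of 0.01. The IL-6 set moved to -0.0818 without members that S4 Table lists. The Toll-like receptor set moved to -0.0230 with FPKM of at least 5 in at least 1 sample. Because the immune pathways appear in the network of IR and WI, the paper reasons that acute inflammation belongs to reperfusion.

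**Figure D2:**
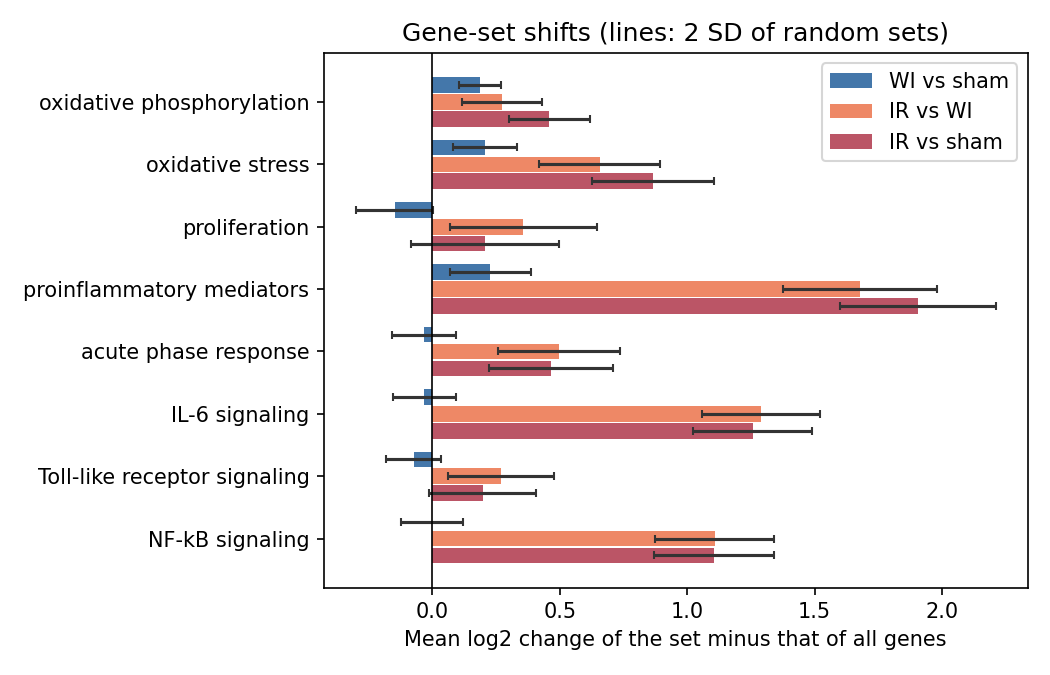
Mean log2 change of each gene set minus that of all genes, for the comparisons of WI with sham, IR with WI and IR with sham. The lines extend 2 standard deviations of random sets of the same size to each side. The IL-6 and NF-kB signaling sets are near 0 between WI and sham and at 1.29 and 1.11 between IR and WI.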

**Fig 4:**
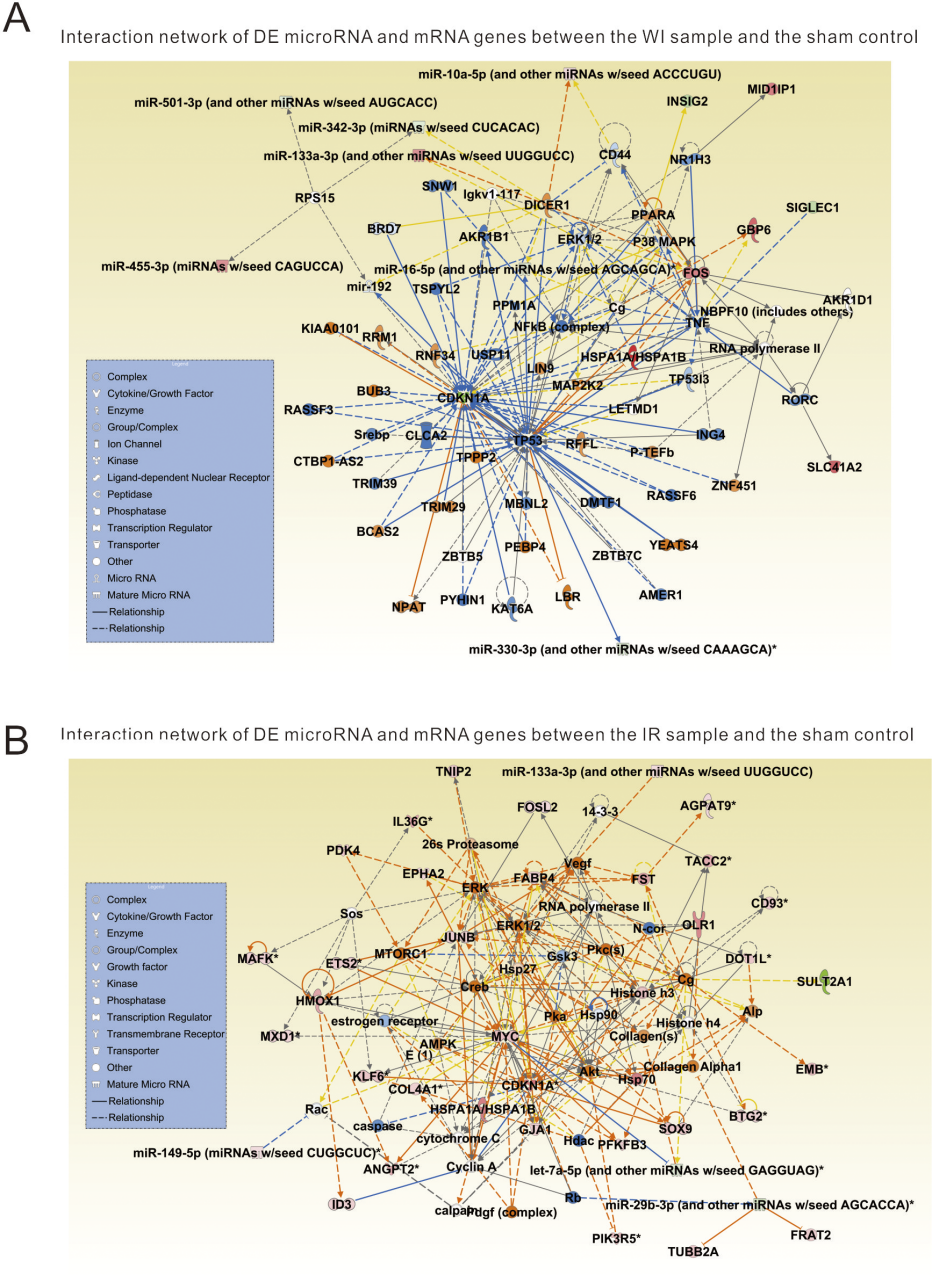
Interaction networks of the identified differentially expressed genes. (A) The network involves the DE microRNAs and mRNAs between the ischemia injury and the sham control. (B) The network involves the DE microRNAs and mRNAs between the ischemia followed reperfusion injury and the sham control. Genes are categorized as nodes with various shapes. Solid lines indicate direct interactions and dashed lines indicate indirect interactions.

### Modes of microRNA expression change in hepatic livers in the treatment of ischemia followed by reperfusion

The above analysis showed that the WI injury and the IR injury were different in histological and transcriptomic perspective. In order to reveal the patterns of gene expression change, we attempted to identify different sets of genes consisting of distinct gene expression change mode by applying the tool STEM that was a specifically designed tool for the analysis of short time series gene expression data [25]. STEM analysis of microRNA profiles of the sham sample, the WI sample, and the IR sample identified 16 profiles (Fig 5A). There are two significant profiles (profile 8 and 7). Interestingly, both the two profiles displayed a similar expression level between the sham sample and the WI sample whereas the expression level was precipitously changed in the IR sample. These modes are consistent with the aforementioned findings that there are severe histological changes (Fig 1) and extensive disturbance in gene expression in the IR sample (Fig 3). This further suggests that reperfusion causes primary expression change and hepatic injury during the ischemia-reperfusion treatment.

**Fig 5:**
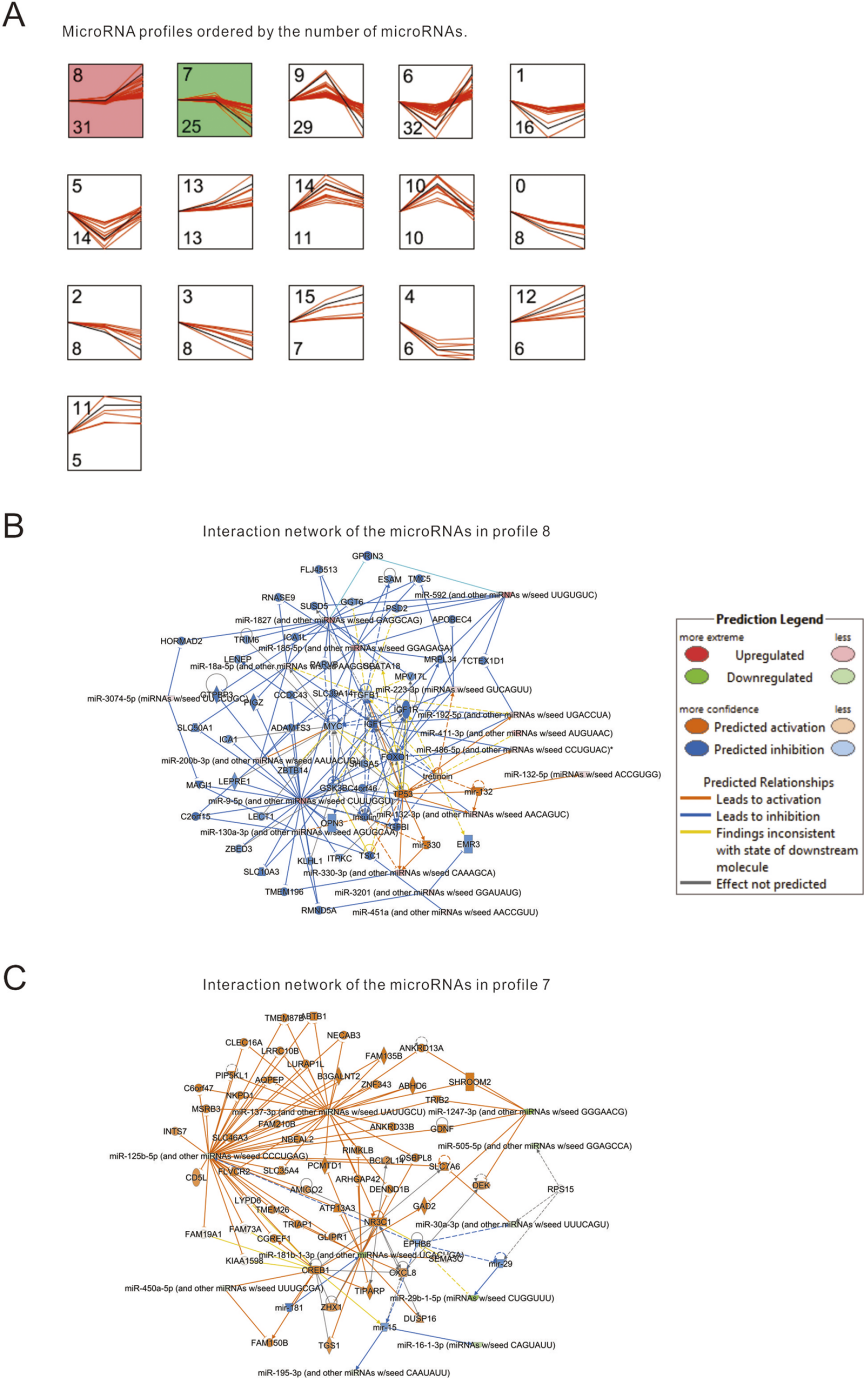
The modes of microRNA expression change in the hepatic IR injury. (A) Two significant profiles (profile 8 and profile 7) out of 16 profiles were detected as significant using STEM analysis. Redlines represent expression dynamics of individual microRNAs from sham, WI, and IR (left to right). Black curve represents the model of each microRNA expression profile. The numbers in the upper and lower left corners are the profile identifier and the miRNA count assigned to that profile. (B-C) The regulatory networks consist of the microRNAs in profile 8 and 7 and their target genes, respectively.

We next used IPA tool to infer the biological functions of the microRNAs in the profile 7 and 8. The results showed that the microRNAs in the profile 8 are enriched in a biological network associated with cancer, organismal injury and abnormalities, etc. (Fig 5B). For example, miR-223 in the profile 8 was up-regulated in the hepatic IR injury. Consistently, a previous study showed an increased expression level of miR-223 in mouse liver with IR injury [18]. The microRNAs in the profile 7 are enriched in a biological network associated with connective tissue disorders, inflammatory disease and inflammatory responses (Fig 5C). Collectively, the results indicate that the perturbation in microRNA expression at reperfusion stage mainly contribute to inflammatory responses and disease. This is consistent with the previous findings [26, 27].

## Discussion

Hepatic IR injury is a complex physiological process involving intricate regulation of gene expression and protein interaction [6–8, 28]. MicroRNAs are short non-coding RNAs participating in regulation of many biological processes. Our study profiled expression of microRNA and mRNA genes in mouse livers at the three stages of IR injury (sham, ischemia, and reperfusion) and pairwisely compared the expression profiles. The results showed that reperfusion injury caused much more extensive perturbation in gene expression compared to ischemia injury and sham control. 

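Counted on the deposited FPKM values, 686 of the 778 genes that changed at least 2-fold between IR and WI had not changed so between WI and sham (no replicates). The count for WI and sham was the smallest of the 3 in every setting. With FPKM rescaled to a common sum in each sample (TPM), 1570 genes changed between IR and WI, and 1873 between IR and sham, against 276 between WI and sham. With genes on the sex chromosomes and the listed sex-biased liver genes left out, 721 genes changed between IR and WI. Any sex-biased gene outside that list stayed in. The count therefore does not exclude a difference in sex between the libraries as a source of changes. The paper concludes from its lists that reperfusion perturbs expression far more than ischemia.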

In consistence with this, there is more severe injury at the reperfusion stage of IR injury process. DE microRNAs at ischemia stage play a regulatory role in metabolism process and mitochondrial functions. In contrast, DE microRNAs at reperfusion stage mainly function in immune and inflammatory responses.

Our study separated ischemia stage from ischemia followed reperfusion for the first time, and profiled their gene expression, respectively. This design allowed us to investigate different injury to livers and molecular mechanisms of ischemia injury and reperfusion injury following ischemia. Indeed, our results show that 42% of the DE microRNAs between the reperfusion injury and the ischemia injury are not in the DE microRNAs between the IR sample and the sham sample. Moreover, ischemia and reperfusion injury affect expression of the different genes with distinct functional themes. 

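Of the 200 genes that changed at least 2-fold between WI and sham, 92 also did so between IR and WI, which is 46.0% (Wilson 95% interval over genes 39.2% to 52.9%, no replicates). Among those 92 genes, 83 moved in the opposite direction from WI to IR, and 9 moved further in the same direction. The WI sample enters both comparisons, so a low or high value in that library alone would produce such opposite moves, and no test of association was made. In S4 Table, 23 of the paper's 56 genes for WI and sham are also in its list for IR and WI (41.1%, Wilson 95% interval 29.2% to 54.1%). The lists for IR and WI and for IR and sham share 237 genes, and 6 genes are in all 3 lists. A threshold of 4-fold gave the largest shared part, 54.2%, from 13 of 24 genes. The paper makes its statement on mRNAs and microRNAs together, beside the share of DE microRNAs between IR and WI that are not in its list for IR and sham.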

Interestingly, when we directly compared gene expression profiles of the IR sample and the sham sample, we found that the DE genes (microRNAs and mRNAs) were associated with the Toll-like receptor signaling pathway in which miR-125b-5p and miR-501-3p were down-regulated at reperfusion stage, leading to the increased expression of their target *Myd88*, *c-Fos* and *A20* (Fig 6). 

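The mRNAs named as targets were followed over the 3 samples (no replicates). Myd88, on chromosome 9 of mm10 from 119335988 to 119340040, had an FPKM of 7.48 in the sham sample (95% bounds 3.77 to 11.2), 6.40 in the WI sample (3.17 to 9.64) and 22.8 in the IR sample (12.2 to 33.3). Its change from sham to IR was 1.49 on the scale of log2(FPKM + 1), and the paper's q-value in S4 Table is 0.0482. A20 is the product of Tnfaip3, on chromosome 10 from 19000910 to 19015410, with an FPKM of 1.45 in the sham sample (0.599 to 2.30), 1.15 in the WI sample (0.490 to 1.80) and 6.51 in the IR sample (3.49 to 9.53). It rose by 1.62 from sham to IR, with a q-value of 0.00483 in the paper. Fos, on chromosome 12 from 85473901 to 85477270, rose by 2.16 from sham to IR, where the paper's q-value is 3.56e-04. The paper also lists Fos between WI and sham. The FPKM of Fos was 8.31 in the sham sample (4.28 to 12.3), 28.9 in the WI sample (15.5 to 42.4) and 40.6 in the IR sample (21.4 to 59.8), so it changed by 1.69 from sham to WI and by 0.474 from WI to IR. Without a pseudocount the change of Tnfaip3 from sham to IR was 2.17, and with FPKM rescaled to a common sum the changes from sham to IR were 0.981 for Myd88, 1.65 for Fos and 1.33 for Tnfaip3. The same rescaling reversed the change of Fos from WI to IR, to -0.0568, while rescaling by the median ratio across genes gave 0.437. MicroRNA values are not in the files analysed here. The paper reasons that the fall of the microRNAs released these mRNAs, and so links the pathway to the injury.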

The realtime quantitative PCR results confirmed the expression changes of the selected genes (S2 Fig). Consequently, it initiated immune and inflammatory responses to IR injury. A previous study also reported that Toll-like receptor signaling pathway was activated in hepatic IR injury [29]. However, previous studies didn’t separated ischemia stage, only obtained the ending effect of IR injury, and failed to provide a complete picture of ischemia / reperfusion injury.

**Fig 6:**
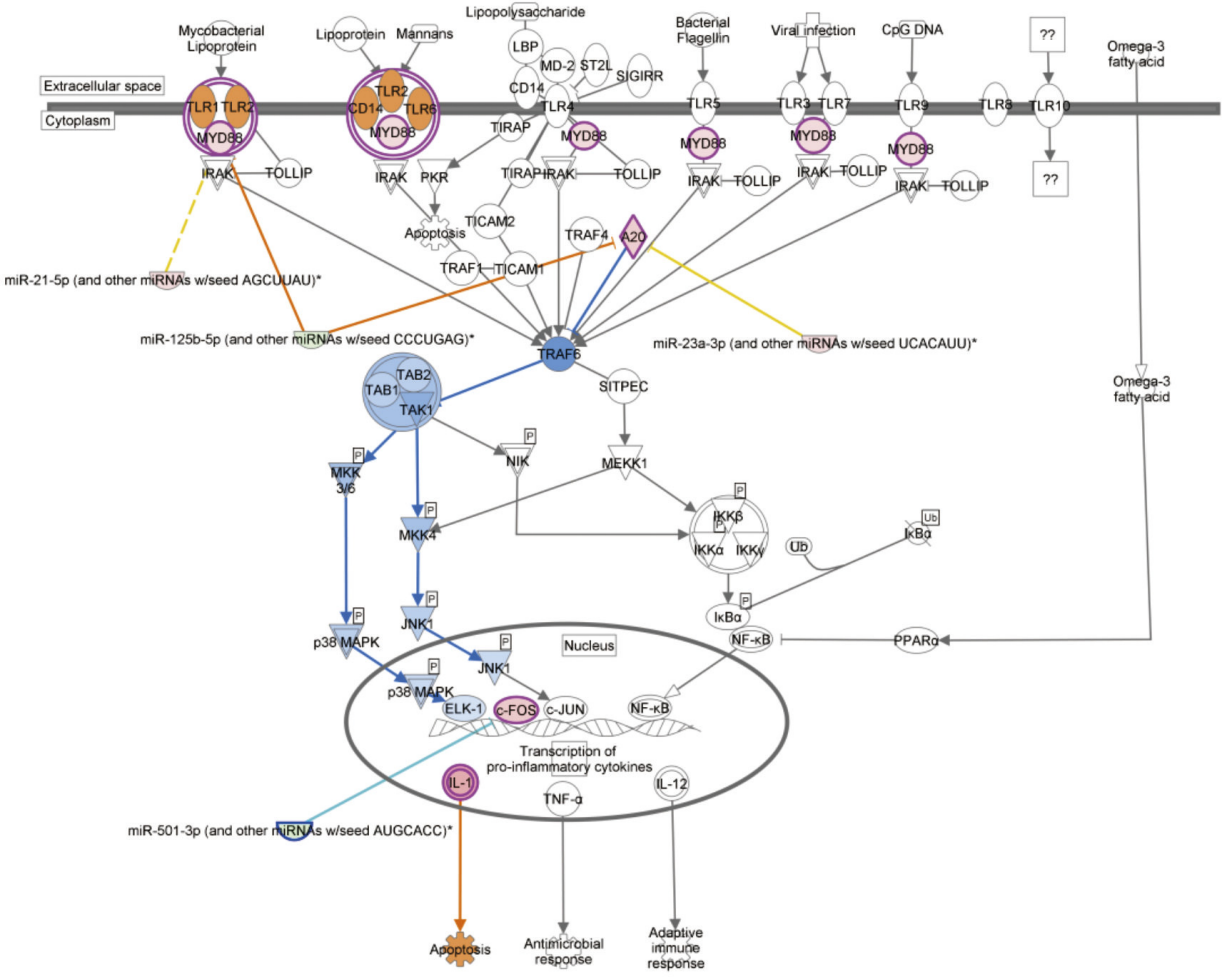
Toll-like receptor pathway in response to the hepatic IR injury. Two microRNAs miR-125p and miR-501-3p are down-regulated in IR injury when compared to the sham control. Consequently, their target genes *Myd88*, *A20*, and *c-Fos* are up-regulated and activate the Toll-like receptor pathway.

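The Toll-like receptor signaling set, of which 45 of 54 listed genes passed the filter, was higher in the IR sample than in sham by a mean of 0.197 relative to all genes. This shift was not past the threshold in the permutation test across genes (p = 0.0603, 0.0761 after Benjamini-Hochberg adjustment over 24 pairs), and 27 of the 45 genes were higher. It passed the threshold in 4 of the alternatives, with FPKM of at least 1 in all samples (0.201, adjusted permutation p 0.0431), without sex-linked and sex-biased genes (0.271, adjusted 0.0206), without a filter (0.220, adjusted 0.00784) and against random sets of matched transcript length, chosen after seeing the data (0.1996, adjusted 0.0207). Without the members that S4 Table lists, which leaves out genes because they changed, the shift was -0.0374. The receptors drawn in Fig 6 differed among themselves (no replicates). Tlr2 had an FPKM of 1.80 in the sham sample (95% bounds 0.747 to 2.85) and 4.65 in the IR sample (2.31 to 6.98). For Tlr1 the values were 0.804 (0.159 to 1.45) and 0.664 (0.119 to 1.21), and for Tlr6 they were 0.363 (0.0862 to 0.639) and 0.640 (0.193 to 1.09), with overlapping bounds. Tlr4 went from 1.46 (0.616 to 2.31) to 1.06 (0.410 to 1.71). Cd14, on chromosome 18 of mm10 from 36725067 to 36726654, rose from 9.99 (4.99 to 15.0) to 110 (55.7 to 164). Traf6 had an FPKM of 3.91 (2.05 to 5.77) in the sham sample and 2.68 (1.35 to 4.01) in the IR sample. In the paper's model the 3 target genes rise once the microRNAs fall, and this activates the pathway.

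**Figure D3:**
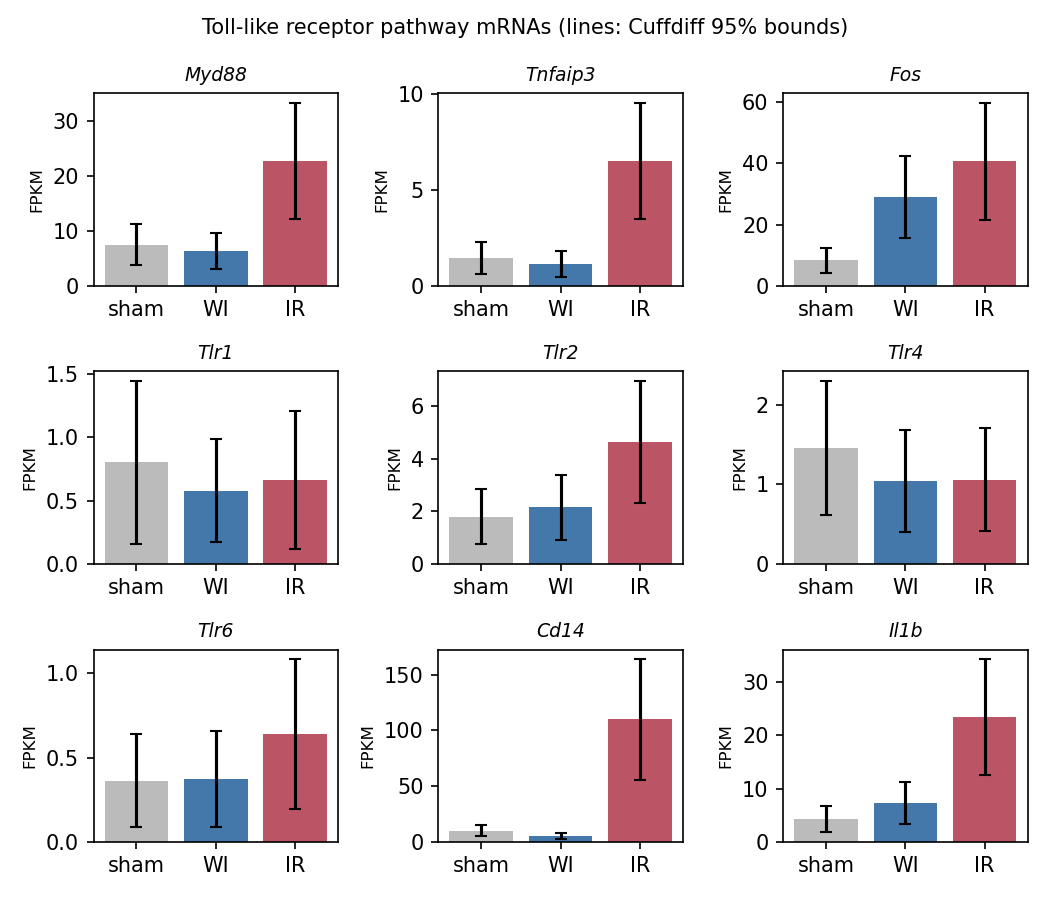
FPKM of 9 mRNAs of the Toll-like receptor pathway in the sham, WI and IR samples, with a single library each. Bars are FPKM and lines are Cuffdiff's 95% bounds. Myd88, Tnfaip3 and Cd14 are highest in the IR sample, Fos is already raised in the WI sample, and Tlr1 and Tlr4 are highest in the sham sample.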

## Supporting Information

S1 Fig Realtime quantitative PCR of selected differentially expressed microRNAs (A) and mRNAs (B). *** indicates p-value < 0.001, * indicates p-value < 0.05, t-test.
(JPG) Click here for additional data file.

S2 Fig Realtime quantitative PCR of mmu-miR-501-3p and Fos involved in Toll-like receptor pathway. Both genes are differentially expressed between the IR sample and the sham sample (*** indicates p-value < 0.001, t-test). The expression changes of mmu-miR-501-3p and Fos are negatively correlated.
(JPG) Click here for additional data file.

S1 Table The primers for qPCR of selected differentially expressed mRNAs. (DOC) Click here for additional data file.

S2 Table The primers for qPCR of selected differentially expressed microRNAs. (DOC) Click here for additional data file.

S3 Table The list differentially expressed microRNAs between the sham, WI, and IR samples. (XLS) Click here for additional data file.

S4 Table The list differentially expressed mRNAs between the sham, WI, and IR samples. (XLS) Click here for additional data file.

# Supplementary material for: Global MicroRNA Expression Profiling of Mouse Livers following Ischemia-Reperfusion Injury at Different Stages
**Source:** PLoS One. 2016 Feb 9;11(2):e0148677. doi: 10.1371/journal.pone.0148677
**Supplement:** S1 Table

**S1** Table. The primers for qPCR of selected differentially expressed mRNAs

| **RNA Name** | **Sequence(5'-3')** |
| --- | --- |
| Tgtp1-F | GGCTGGAGCATTAGCCACC |
| Tgtp1-R | TGTTCTGCAAACAAATGGGGAA |
| Myd88-F | GACCGTGAGGATATACTGAAGGA |
| Myd88-R | GGCCACCTGTAAAGGCTTCTC |
| Lpin1-F | GGCCCTCAACACCAAAAAGTG |
| Lpin1-R | CGCTGTGAATGGCCTGAAAAT |
| Fos-F | CGGGTTTCAACGCCGACTA |
| Fos-R | TGGCACTAGAGACGGACAGAT |
| GAPDH-F | TGGCCTTCCGTGTTCCTAC |
| GAPDH -R | GAGTTGCTGTTGAAGTCGCA |

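The primer pairs of S1 Table were matched to the transcripts of the NCBIM37 assembly, an older build than the mm10 build of the deposited files. The pairs enclose products of 195 bp in Tgtp1, 108 bp in Myd88, 204 bp in Lpin1, 165 bp in Fos and 178 bp in Gapdh, all in coding sequence. In Myd88 and Fos the product spans exons 1 and 2, in Lpin1 exons 7 and 8 and in Gapdh exons 5 and 6, while in Tgtp1 it lies within exon 2. Each primer of the Tgtp1 pair matches transcripts of 2 genes, so that pair does not separate Tgtp1 from a near-identical copy. The forward primer for Gapdh matches transcripts of 23 genes and the reverse primer 20. GAPDH is the control against which the other mRNAs are expressed in qPCR. In the RNA-seq files Gapdh had an FPKM of 850 in the sham sample (95% bounds 287 to 1413, no replicates), 1231 in the WI sample (344 to 2118) and 1696 in the IR sample (378 to 3015). Its change from sham to IR was 0.996 on the scale of log2(FPKM + 1), with overlapping bounds. Rescaling FPKM to a common sum gave 0.414, and rescaling by the median ratio across genes gave 0.929.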

GAPDH is used as the endogenous control.

# Supplementary material for: Global MicroRNA Expression Profiling of Mouse Livers following Ischemia-Reperfusion Injury at Different Stages
**Source:** PLoS One. 2016 Feb 9;11(2):e0148677. doi: 10.1371/journal.pone.0148677
**Supplement:** S2 Table

**S2** Table. The primers for qPCR of selected differentially expressed microRNAs

| **RNA Name** | **Sequence(5'-3')** |
| --- | --- |
| mmu-miR-5100 | TCGAATCCCAGCGGTGCCTCT |
| mmu-miR-133a-3p | TTTGGTCCCCTTCAACCAGCTG |
| mmu-miR-212-5p | ACCTTGGCTCTAGACTGCTTACT |
| mmu-miR-501-3p | AATGCACCCGGGCAAGGATTTG |
| RnU6-F | CTCGCTTCGGCAGCACA |
| RnU6-R | AACGCTTCACGAATTTGCGT |

The common reverse primer for microRNA is ACGCCTGGAATGTAAAGAAGTATG. RnU6 is used as the endogenous control.

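The microRNA primers of S2 Table give a primer sequence for each microRNA, to be used with the common reverse primer after the stem-loop reverse transcription of the methods. These sequences were matched to the NCBIM37 genome. The sequence for miR-501-3p occurs at 1 place, on the minus strand of chromosome X from 6818396 to 6818417, within Clcn5. That for miR-133a-3p occurs at 2 places, on chromosomes 2 and 18, so a signal from it does not tell its genes apart. The sequences for miR-5100 and miR-212-5p each occur at 1 place on chromosome 11. The microRNA levels themselves are not in the files analysed here.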

How the deposited data were processed for this re-analysis (not part of the article)

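The data analysed are mRNA profiles of mouse liver from 3 libraries, 1 for the sham group, 1 for the WI group (90 min of ischemia) and 1 for the IR group (90 min of ischemia and 120 min of reperfusion). The paper gives 6 mice per group, and whether a library holds RNA of 1 mouse or of several is not stated. MicroRNA profiles are not in the files analysed here. The authors mapped the read pairs to mm10 with Tophat and computed FPKM per gene with Cuffdiff at default parameters, and the deposited tables hold the FPKM of each gene with its 95% confidence bounds and a status. Cuffdiff sets FPKM to 0 where a locus holds too many fragments to process (status HIDATA), which occurred for 1 gene in the sham sample, 1 in the WI sample and 7 in the IR sample. The files hold no counts and so no depth per gene. The bounds correspond to a median coefficient of variation of 26.0% in each sample.

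From these tables, FPKM + 1 was put on the log2 scale and the samples were compared in pairs (WI with sham, IR with WI, IR with sham) over the 10792 of 23361 genes with an FPKM of at least 1 in at least 1 sample. A gene was counted as changed when FPKM + 1 differed at least 2-fold. With a single library per condition no test could take the variation between mice into account. The only test of single genes between samples was the rebuilt Cuffdiff statistic, whose error comes from Cuffdiff's model. Gene sets were compared with 100000 random sets of as many genes, 2-sided, with Benjamini-Hochberg adjustment over 24 pairs of 8 sets and 3 comparisons and a threshold of 0.05. The smallest p such a test can give is 1e-05. The 8 sets were written from general knowledge of the pathways before the processed files arrived, but after S4 Table had been read, so their membership is not independent of the paper's lists. Another 15 sets, used for the closing section only, were tested together over 45 pairs. Confidence intervals of percentages are Wilson 95% intervals over genes.

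The genes named in the text follow a rule set before the processed files arrived. They are the mRNAs named in the paper or amplified by qPCR, the mRNAs of Fig 4 that S4 Table lists, the mRNAs drawn in Fig 6, the 5 largest rises and 5 largest falls per comparison among listed genes, the members of the gene sets, and genes with FPKM 0 in 1 sample and at least 10 in another. The alternatives set before the files arrived were pseudocounts of 0.1 and 0.01 and none, no filter, FPKM of at least 1 in all samples, FPKM of at least 5 in at least 1 sample, fold thresholds of 1.5 and 4, rescaling to a common sum (TPM) or by the median ratio, leaving out genes on the sex chromosomes and sex-biased liver genes, protein-coding genes only, Spearman's correlation, random sets matched on expression decile, the median change of a set, leaving out set members that S4 Table lists, and the lists of S4 Table for the overlap. Those chosen after seeing the data were Cuffdiff's statistic rebuilt from the deposited bounds, genes with status OK in all samples, leaving out the major urinary protein (Mup) genes, and random sets matched on transcript length decile. For the rebuilt statistic, the cut-off was the largest p-value that S4 Table lists, 0.00106.

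Transcript length and GC content came from the NCBIM37 annotation, an older build than that of the files, and were joined by gene symbol only. They were available for 10093 genes (93.5%). Coordinates of genes are those of the files, in mm10 and counted from 1, and those of primer and microRNA sequences are in NCBIM37. The scripts were tested on simulated data with known changes and the coefficient of variation of the files. The rebuilt statistic with Benjamini-Hochberg adjustment called 98.9% of genes changed 8-fold and 70.8% of genes changed 4-fold, and 8.79% of the genes it called were unchanged, above the 5% aimed at. It called 0 genes between samples simulated without a difference. Of 200 random sets, 5.5% had a permutation p under the threshold, and a shift of 0.5 was recovered as 0.567. The simulated genes varied independently and the sets were random, so a share near 5% was built in. It does not show how the test behaves for sets whose genes vary together. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Leaving out replicates, other splits of the samples and a check for batches were not possible with 1 library per condition.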

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

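The paper states that male mice were used, and it does not discuss sex-linked mRNAs. In the IR sample 4 Y-linked genes had an FPKM of at least 0.1, while they were under 0.05 in the sham and WI samples. Eif2s3y had an FPKM of 0 in the sham sample, 0 in the WI sample and 13.2 in the IR sample, and Ddx3y had 0, 0.00849 and 8.58. Kdm5d and Uty were at 0 in both other samples and at 0.669 and 1.28 in the IR sample. Xist, which is transcribed from an inactive X chromosome, had an FPKM of 18.9, 20.1 and 1.29 in the same order. They were flagged because the signal lies in genes the paper does not discuss and is above its level in the sham sample.

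A candidate explanation is that the IR library holds RNA of the other sex than the sham and WI libraries. The 4 Y-linked genes and Xist are what that predicts, but this prediction was made after they had been seen. Predictions made before their tests did not all hold. Of the 4 X-linked genes that escape inactivation, all were predicted to be lower in the IR sample than in both others, and only 2 were (Kdm6a and Eif2s3x), so that prediction failed. Among sex-biased liver genes outside S4 Table, 68.2% moved as predicted (19 of 26 female-biased genes lower and 11 of 18 male-biased genes higher in the IR sample), which lies between the limits of 75% and 60% set beforehand and leaves the question open. With status OK in all samples it was 73.2%. Other explanations were tested too. A response to reperfusion alone was taken to lower male-biased and female-biased genes alike. The male-biased genes in S4 Table rose by a mean of 3.81 on the log2 scale from sham to IR, but they had been listed from that table, so a rise was built in and the test does not bear on this explanation. Outside S4 Table, the mean change from sham to IR was -0.0437 for the male-biased genes, with 12 of 18 higher (permutation p = 0.368, 0.447 after adjustment over 45 pairs). It was -0.417 for the female-biased genes, with 6 of 26 higher (permutation p = 0.00282, adjusted 0.00668). These counts compare the IR sample with sham alone, on a basis other than that of the 11 of 18 and 19 of 26 above. Only 15 of the 18 male-biased genes had status OK in all samples. From sham to IR, 6 of the 18 were at least 2-fold higher and 3 at least 2-fold lower. The male-biased mean may therefore rest on loci that Cuffdiff did not process, and it does not bear on this explanation. The difference between the male-biased and female-biased sets was not tested. They leave a response to reperfusion undecided for these liver genes. Reads shared between X and Y copies would give signal in all samples. Among the 8 Y-linked genes listed for the test the highest FPKM in the sham or WI sample was 0.00849, which largely restates why they were flagged, and the prediction was made afterwards. Erdr1, which the files also place on chromosome Y and which is not in that list, had an FPKM of 7.04 in the sham sample, 20.2 in the WI sample and 17.4 in the IR sample. The share of genes at FPKM 0 differed by a factor of 1.03 between samples, where a depth effect was predicted to exceed 1.5. A mixed sample remains possible, since Xist in the IR sample was 6.61% of its mean in the others and not 0, another prediction made afterwards. A mislabelled sample could not be tested without genotypes. A response to reperfusion alone in male mice would act only in the IR sample. It would not give Xist in the sham and WI samples. Yet Xist had an FPKM of 18.9 in the sham sample (bounds 7.80 to 29.9) and 20.1 in WI (8.52 to 31.8). In the IR sample it was 1.29 (0.639 to 1.94). The 4 flagged Y-linked genes were at 0.00849 or less in sham and WI. These values argue against that response for Xist and the 4 genes. For other genes a difference in sex cannot be told apart from the condition in the comparisons with the IR sample. The prediction on the 4 X-linked genes that escape inactivation failed. Their mean change from sham to IR was -0.114, with 2 of 4 higher, and single libraries cannot decide on so small a change. Xist in sham and WI, with the 4 flagged Y-linked genes at 0.00849 or less, argues against male RNA alone in those libraries. Erdr1 is the exception among the genes placed on chromosome Y. How this came about was not testable, and the liver genes leave a difference in sex open.

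All 21 male-biased liver genes in S4 Table that passed the filter were at least 2-fold higher in the IR sample than in sham, flagged as a signal in genes the paper does not discuss. These include Mup and Serpina1 genes, whose reads are shared between near-identical copies. Outside the multigene families, 9 of 9 such genes rose at least 2-fold, so reads shared between paralogs may not account for all of the rise. The prediction was made after the values had been seen, and the genes were listed from S4 Table, so their number is partly fixed by that choice. A difference in sex and a response to reperfusion cannot be separated here with 1 library per condition.

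Of 20 interferon-inducible GTPase genes, 12 were at least 2-fold higher in the WI sample than in sham, and the mean change was 1.02 on the log2 scale. The change from WI to IR was -1.004, so the IR sample was near the sham level. This was flagged as a signal in genes the paper does not discuss beyond Tgtp1 and Gbp10. Other genes of the interferon-gamma response were higher in the WI sample as predicted (shift 0.298, 8 of 13 genes higher, permutation p = 0.00987, 0.0193 after adjustment over 45 pairs). Type I interferon genes were not, with a shift of -0.188 (permutation p = 0.0529, adjusted 0.0793). Reads shared between paralogs were predicted to confine the rise to a few members, and 18 of the 20 rose. That prediction was made after the values had been seen. Shared reads could also spread a rise over several members, so the count does not decide on them. Differences between mice or cages cannot be excluded, since there is only 1 library per condition. A wider interferon-gamma response in the WI sample is therefore a hypothesis that cannot be told apart from differences between animals. For the GTPase genes, shared reads remain open too.

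The 6 erythroid genes that passed the filter were all at least 2-fold higher in the IR sample than in sham, with a mean change of 1.52, and the WI sample was lower than sham by a mean of -1.17. This was flagged as a signal in genes the paper does not discuss. If the IR liver sample held more blood, the genes would rise by similar factors. Their log2 changes spanned 0.799 from lowest to highest, which is consistent with that candidate source. Both this prediction and the range of 1 taken as similar were set after the values had been seen. The paper reports congestion of sinusoids in the IR sample, and perfusion of the livers before sampling is not described. A biological explanation inside liver cells was not tested.

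In 19 genes FPKM was 0 in 1 sample and at least 10 in another, flagged because the paper does not mention them. Mup10 had an FPKM of 3646 in the sham sample, 3427 in the WI sample and 0 in the IR sample, and Mup2 had 3770, 3658 and 0. A candidate explanation is the authors' processing, in which Cuffdiff skipped a locus or could not divide its fragments between genes. Of the 19 genes, 18 have a HIDATA status, lie in the locus of a gene that does, or are small RNA or pseudogene entries, and the exception is Eif2s3y. The prediction was made after the genes had been seen. For the Mup genes, which have a HIDATA status or lie in such a locus, 0 is not evidence that the mRNA was absent. The small RNA and pseudogene entries were counted by their type only, so a skipped locus was not shown for them.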

How the results depend on the processing

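Of 21 alternatives, 17 were set before the processed files arrived and 4 afterwards. Of 22 headline results, 6 were unchanged under every alternative that applied to them. Unchanged here means the same sign and the same side of the threshold, while sizes could differ. These were the change of Fos from sham to IR, both differences between correlations (judged by sign only), the oxidative phosphorylation and Toll-like receptor sets between WI and sham, and the NF-kB set between IR and WI. Among the rows of the other headline results, 21 changed in size and 11 changed sign. Another 9 became stronger and 13 weaker, which means that they came to pass the threshold or no longer did. Of 24 single-gene results 14 were unchanged, and in the others 4 rows became stronger and 7 weaker and 2 changed sign.

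Counts of changed genes are in the order WI with sham, IR with WI, IR with sham. They were 382, 1239 and 1429 with a pseudocount of 0.1, 447, 1331 and 1505 with 0.01, and 452, 1345 and 1515 with none, which could reflect the noise of low FPKM values. They were 800, 2132 and 2572 at 1.5-fold and 24, 194 and 166 at 4-fold. The rebuilt Cuffdiff statistic, chosen after seeing the data, gave 57, 359 and 371. TPM rescaling gave 1570 for IR with WI and 1873 for IR with sham, since a larger FPKM sum in the IR sample then lowers all its other genes. At 4-fold the overlap was 54.2%, and Myd88 (1.49) and Tnfaip3 (1.62) from sham to IR fell short. With TPM rescaling Myd88 was 0.981, and from WI to IR Fos (-0.0568) and Gapdh (-0.0829) changed sign.

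For gene sets, leaving out members that S4 Table lists gave weaker shifts from WI to IR of 0.226 for IL-6 signaling, 0.290 for the acute phase and 0.0811 for Toll-like receptor signaling, a loss built in by leaving out genes that changed. The Toll-like receptor shift was also no longer past the threshold as a median (0.0977) and with a pseudocount of 0.01 (0.321). With random sets matched on expression decile, the acute phase shift from WI to IR (0.497) and the oxidative stress shift from sham to WI (0.208) were no longer past the threshold. The proinflammatory set from sham to WI was no longer past it with FPKM of at least 5 (0.214) or as a median (0.0543). Nor was it against sets of matched length (0.229, chosen after seeing the data). From sham to IR, Toll-like receptor signaling passed the threshold with FPKM of at least 1 in all samples (0.201), without sex-linked and sex-biased genes (0.271), without a filter (0.220) and against sets of matched length (0.1996). Proliferation from sham to WI passed it with TPM rescaling (-0.195), as a median (-0.191), without a filter (-0.150) and with pseudocounts of 0.01 (-0.307) and 0.1 (-0.277).

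The changes of sign in set shifts were all between values not past the threshold. From sham to IR, Toll-like receptor signaling became -0.0374 without members that S4 Table lists. From sham to WI, the acute phase set became 0.0149 as a median, and IL-6 signaling 0.00867 with protein-coding genes only and 0.00865 against sets of matched length. NF-kB signaling from sham to WI became 0.0245 with FPKM of at least 1 in all samples, 0.00451 with TPM and 0.000692 with median-ratio rescaling, 0.0518 without listed members, 0.00584 without a filter, and 0.0548 and 0.00776 with pseudocounts of 0.01 and 0.1.

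The replicate block was not run because each condition has 1 library, so the shared replicate number pairs no samples. Leaving out a replicate was not possible for the same reason. Without a pseudocount, correlations and set shifts have no value for genes at FPKM 0 and were not computed. The absence of counts limits statements on genes of low FPKM such as Tlr1, Tlr6 and Il6.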

Differences from the paper's values

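The paper's log2 changes in S4 Table differ from those on the scale of log2(FPKM + 1) by more than Cuffdiff's error for the following changes. Between WI and sham, Cdkn1a changed by -3.80 against the paper's -5.12, Cyp3a16 by -3.71 against the paper's -4.29, Serpina4-ps1 by -2.90 against the paper's -6.55, Gsta1 by 2.60 against the paper's 3.33, Gm3776 by 2.32 against the paper's 3.57, and Hspa1a by 1.78 against the paper's 3.19. Between IR and WI, Tnfaip3 changed by 1.81 against the paper's 2.51, Cdkn1a by 4.91 against the paper's 6.26, Xist by -3.21 against the paper's -3.97, and Gm4841 by -2.01 against the paper's -3.50. Between IR and sham, Tnfaip3 changed by 1.62 against the paper's 2.17, Cyp3a16 by -4.07 against the paper's -4.90, Xist by -3.12 against the paper's -3.87, and Hspa1a by 7.18 against the paper's 8.92.

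Among the alternatives set before the files arrived, no pseudocount and a pseudocount of 0.01 brought every one of these changes within the error of the paper's value. A pseudocount of 0.1 did so for all except Serpina4-ps1 (-5.35). TPM rescaling did so for Cyp3a16 and Xist in both of their comparisons and for Gsta1, and not for the others. Median-ratio rescaling did so for Cyp3a16 between WI and sham only, and not for the others.

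The FPKM of Cyp3a41a was 623 in the sham sample, 143 in the WI sample and 126 in the IR sample in the deposited files, against the paper's 244, 57.1 and 54.3 in S4 Table. No alternative set before the files arrived applies to the FPKM value itself, so none closed this gap.

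The paper's text gives the network of Fig 4B as that of IR and WI, while its legend names IR and sham. All 33 of the mRNAs of Fig 4B found in S4 Table are in its list for IR and WI, and 21 are in that for IR and sham. The paper associates the genes of IR and sham with Toll-like receptor signaling. The shift of that set from sham to IR was 0.197, with an adjusted permutation p of 0.0761.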

Other observations

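Across genes, the log2 change from sham to IR was related to transcript length, with a Spearman correlation of -0.412 over 10093 genes, past the limit of 0.2 set beforehand. The correlation was -0.182 from sham to WI and -0.337 from WI to IR. Shorter transcripts thus tended to rise in the IR sample, and a length bias between libraries is a candidate explanation for part of the changes. A biological difference between short and long mRNAs was not tested. The correlation with GC content was 0.194, just under the same limit. The share of summed FPKM in the 10 highest genes was 5.85 percentage points larger in the IR sample than in sham, under the limit of 10 set beforehand. The median transcript length of the oxidative phosphorylation set was 955 bp against 2860 bp for all genes. Against random sets of matched length, chosen after seeing the data, its shift from sham to WI kept a permutation p of 0.0046 (adjusted 0.0110), while that from sham to IR had 0.0699 and that from WI to IR had 0.497. The later rise of this set cannot be told apart from the length bias.

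The 24 genes of the glucocorticoid and fasting response, listed after S4 Table had been read, were lower in the WI sample than in sham by a mean of -1.66 on the log2 scale, with 0 of 24 higher and 16 at least 2-fold lower. From WI to IR the mean change was 1.55. After median-ratio rescaling the shift had a permutation p of 1.0e-05, the smallest that 100000 random sets can give. A single factor per library cancels out of a shift relative to all genes apart from the pseudocount, so this outcome was fixed in advance. For the same reason such a factor cannot give the shift of -1.66 from sham to WI. Over all genes the median change was 0.0154, and 5% of genes lay below -0.539. These values argue against normalization or composition acting as a single factor per library for these 24 genes. A bias that differs between genes is not covered. A difference in the time of day of sampling is a candidate explanation. Clock genes of the Arntl phase fell by 0.803 from sham to WI and those of the Per and Nr1d phase rose by 0.426, in opposite directions but with the second below the 0.5 named in the prediction, which was made afterwards. The pattern cannot be told apart from a difference in sampling time, and differences between mice were not testable.

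Among sets of cell-type markers, the 10 neutrophil genes were all at least 2-fold higher in the IR sample than in sham, with a mean change of 2.56 (permutation p = 1e-05, the smallest possible, adjusted 4.09e-05). The 11 Kupffer cell genes were lower in the WI sample than in sham by a mean of -1.06 (0 of 11 higher, adjusted permutation p 4.09e-05) and in the IR sample by -1.38 (2 of 11 higher, adjusted permutation p 1.61e-04). No explanation was tested for either.

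Of the genes in S4 Table, 6 of 56 between WI and sham (10.7%), 33 of 351 between IR and WI (9.40%) and 39 of 371 between IR and sham (10.5%) are on the sex chromosomes or in the lists of sex-biased liver genes.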
